# Role of Compensatory miRNA Networks in Cognitive Recovery from Heart Failure

**DOI:** 10.3390/ncrna11030045

**Published:** 2025-06-12

**Authors:** Verena Gisa, Md Rezaul Islam, Dawid Lbik, Raoul Maximilian Hofmann, Tonatiuh Pena, Dennis Manfred Krüger, Susanne Burkhardt, Anna-Lena Schütz, Farahnaz Sananbenesi, Karl Toischer, Andre Fischer

**Keywords:** heart failure, cognitive impairment, hippocampal function, MicroRNA, transcriptional homeostasis, memory recovery, Alzheimer

## Abstract

**Background:** Heart failure (HF) is associated with an increased risk of cognitive impairment and hippocampal dysfunction, yet the underlying molecular mechanisms remain poorly understood. This study aims to investigate the role of microRNA (miRNA) networks in hippocampus-dependent memory recovery in a mouse model of HF. **Methods:** CaMKIIδC transgenic (TG) mice, a model for HF, were used to assess hippocampal function at 3 and 6 months of age. Memory performance was evaluated using hippocampus-dependent behavioral tasks. Small RNA sequencing was performed to analyze hippocampal miRNA expression profiles across both time points. Bioinformatic analyses identified miRNAs that potentially regulate genes previously implicated in HF-induced cognitive impairment. **Results:** We have previously shown that at 3 months of age, CaMKIIδC TG mice exhibited significant memory deficits associated with dysregulated hippocampal gene expression. In this study, we showed that these impairments, memory impairment and hippocampal gene expression, were no longer detectable at 6 months, despite persistent cardiac dysfunction. However, small RNA sequencing revealed a dynamic shift in hippocampal miRNA expression, identifying 27 miRNAs as “compensatory miRs” that targeted 73% of the transcripts dysregulated at 3 months but reinstated by 6 months. Notably, miR-181a-5p emerged as a central regulatory hub, with its downregulation coinciding with restored memory function. **Conclusions:** These findings suggest that miRNA networks contribute to the restoration of hippocampal function in HF despite continued cardiac pathology and provide an important compensatory mechanism towards memory impairment. A better understanding of these compensatory miRNA mechanisms may provide novel therapeutic targets for managing HF-related cognitive dysfunction.

## 1. Introduction

Heart failure (HF) is a leading cause of morbidity and mortality worldwide, affecting millions of people across all age groups [1]. It is a chronic and progressive condition characterized by the inability of the heart to pump blood effectively, leading to systemic effects that extend far beyond the cardiovascular system. Importantly, HF has emerged as a significant risk factor for cognitive decline and neurodegenerative diseases, including Alzheimer’s disease (AD) [2].

Patients with HF are at increased risk of developing hippocampal dysfunction, resulting in deficits in learning and memory processes [3]. However, the molecular mechanisms underlying this relationship remain poorly understood. Several studies reported that heart failure leads to altered gene expression patterns in the brain, and other organs [4,5,6]. In a previous study, we established a strong correlation between cardiac dysfunction and cognitive impairment in a mouse model of HF driven by CaMKIIδC overexpression [6]. Specifically, 3-month-old CaMKIIδC transgenic (TG) mice exhibited significant impairments in hippocampus-dependent memory formation, accompanied by extensive transcriptional dysregulation in hippocampal tissues.

In this study, we analyzed the CaMKIIδC mouse model for HF at 6 months of age and made a surprising observation: memory deficits were no longer apparent, despite the persistence of severe cardiac dysfunction. This raises the intriguing possibility of a compensatory mechanism that restores hippocampal function and homeostasis. At the molecular level, microRNAs (miRNAs) have been established as key regulators of transcriptional and post-transcriptional homeostasis. miRNAs are small, non-coding RNAs that act as fine-tuners of gene expression by binding to complementary mRNA sequences, leading to mRNA degradation or translational repression [7,8]. By buffering fluctuations in gene expression, miRNAs ensure cellular stability and play critical roles in neuronal plasticity, memory formation, and stress responses [9,10]. Given their ability to coordinate the expression of multiple target genes, miRNAs are well-suited to mediate compensatory mechanisms in disease conditions.

Here, we identify a compensatory hippocampal miRNA signature that restores transcriptional homeostasis and may contribute to the rescue of memory deficits in HF. These findings provide new insights into the molecular mechanisms underlying brain resilience and suggest that targeting specific miRNAs may represent a novel therapeutic approach to treating cognitive decline in HF patients.

## 2. Results

### 2.1. Six-Month-Old CamKIIδC Mice Exhibit No Memory Impairments Despite Heart Failure

We first confirmed that 6-month-old CamKIIδC mice exhibit significant cardiac dysfunction, as previously reported. Compared to control mice, CamKIIδC mice showed reduced ejection fraction (Figure 1A), cardiac output (Figure 1B), and cardiac index (Figure 1C). Additionally, the heart/body weight ratio (Figure 1D), left ventricle (LV)/body weight ratio (Figure 1E), and lung/body weight ratio (Figure 1F) were significantly increased, indicating heart failure. Body weight remained unchanged between groups (Figure 1G). These data are in agreement with previous studies [11].

Despite this cardiac dysfunction, hippocampus-dependent learning and memory were not impaired in 6-month-old CamKIIδC mice, as assessed using the Barnes maze test. Escape latency decreased similarly in CamKIIδC and control mice over 7 training days (Figure 2A). On day 8, both groups spent comparable time at the target hole (Figure 2B) and within the target quadrant (Figure 2C,D), indicating intact memory.

To exclude the confounding effects of anxiety or exploratory behavior, we performed an open field test. No significant differences were observed in total distance traveled (Figure 2E), travel speed (Figure 2F), or time spent in the center area (Figure 2G,H), confirming normal exploratory behavior and baseline anxiety.

These results were unexpected, as 3-month-old CamKIIδC mice showed both cardiac dysfunction and impaired memory function [6]. This suggests that a compensatory mechanism may restore hippocampal function in 6-month-old mice.

### 2.2. Hippocampal Gene Expression Reveals a Potential Compensatory Mechanism

We previously reported that memory impairment in 3-month-old CamKIIδC mice was correlated with significant changes in hippocampal gene expression [6]. To better understand the absence of memory impairment in 6-month-old CamKIIδC mice, we compared hippocampal gene expression in CamKIIδC and control mice at both 3 and 6 months of age. Small and total RNA sequencing (RNA-seq) datasets had been generated previously [6], but the data from the 6-month-old mice had not yet been analyzed. Therefore, we re-analyzed all datasets together.

We compared hippocampal gene expression between 3- and 6-month-old CamKIIδC TG mice and controls. At 3 months, we identified 689 differentially expressed genes (DEGs; 122 up-regulated and 567 down-regulated) in CamKIIδC TG mice (FDR < 0.05, log2FC > 0.1) when compared to the control group. Using a stricter cutoff (log2FC > 0.26), 246 downregulated and 52 upregulated genes were detected (Figure 3A; Supplemental Table S1). As described before, Gene-Ontology (GO)-term analysis revealed that the down-regulated genes were enriched for processes linked to memory function, such as “synaptic transmission” and pathways such as “long-term potentiation” (Supplemental Table S2). In contrast, only 11 DEGs were detected at 6 months (FDR < 0.05, log2FC > 0.1), with just 4 genes meeting the stricter cutoff (Figure 3A). This indicates that hippocampal transcriptional dysregulation observed at 3 months is largely resolved by 6 months (Figure 3B and Figure S1), potentially explaining the restored memory function.

To better understand the potential compensatory gene-expression response occurring between 3 and 6 months of age, we directly compared these two time points using differential expression analysis in both wild-type control and CamKIIδC mice. In wild-type control mice, we identified 223 differentially expressed genes between 3 and 6 months of age (Figure 3C,D; Supplemental Table S1). In contrast, the same comparison in CamKIIδC TG mice revealed 935 differentially expressed genes (Figure 3C,E; Supplemental Table S1).

These results indicate that only minor changes in hippocampal gene expression occur in wild-type control mice over this time period, whereas CamKIIδC TG mice exhibit substantial transcriptional changes. This supports the hypothesis that a compensatory mechanism in CamKIIδC TG mice drives differential gene expression during aging, ultimately reinstating physiological gene-expression levels. As expected, no such process is observed in wild-type control mice.

### 2.3. A Compensatory miRNA Network May Regulate Gene Expression Recovery

MicroRNAs are known to regulate gene expression at the systems level, with one miRNA being able to control multiple transcripts within a signaling pathway [12]. Thus, miRNAs are recognized as important regulators of cellular homeostasis [13]. By fine-tuning mRNA and protein levels, miRNAs can buffer against fluctuations in gene expression, ensuring stability within cellular networks. Therefore, we hypothesized that altered miRNA expression could mediate the observed compensatory gene-expression response, at least in part.

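Small RNA libraries were made from the hippocampus of 40 mice, 1 library per mouse. They comprised 5 wild-type control and 9 CamKIIδC TG mice at 3 months of age, and 15 wild-type control and 11 CamKIIδC TG mice at 6 months of age. CamKIIδC TG mice overexpress the δC form of a calcium/calmodulin-dependent protein kinase and are the paper's mouse model of heart failure. For 3-month-old wild-type control mice 1 and 2, the title of the sample gives wild-type and the genotype field gives TG, and the title was used. The authors trimmed the 3′ adapters with cutadapt, aligned the reads with the mapper of mirdeep2, and deposited the number of reads that its quantifier counted on each pair of a mature miRNA and a precursor, without normalization. The counts cover 2128 such pairs and 1978 mature miRNAs, and 85 of these miRNAs are listed with several precursors. For 41 of the 85, the counts were identical on every precursor, so that their reads cannot be assigned to one locus. Each mature miRNA was represented by the precursor with the highest total. The counts also hold 52 entries of UniSp spike-in oligos, synthetic RNAs which were left out of the tests of miRNAs.

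Total counts per library, over all pairs and spike-in oligos, ranged from 2656368 to 36547011. Reads counted on several precursors enter these totals more than once. The medians were 22455957 and 29499287 in 3-month-old wild-type control and TG mice, and 14908612 and 13894826 in 6-month-old wild-type control and TG mice. Before the TMM normalization described below, the smallest abundance the depth can show, 3 counts, corresponded to between 0.131 and 1.56 CPM across the libraries. CPM are the counts scaled to a common library size. On the TMM-normalized scale used for levels, the floor was higher in the shallowest library, whose TMM factor was 0.742. This floor covers counting error only, because PCR reads without molecular identifiers are not independent molecules. Counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, separately for each comparison, after edgeR's filter on low counts. A miRNA was called altered when its adjusted p was under 0.05 and its absolute log2FC was above 0.26. In counts simulated at the depth of these libraries and the spread of each miRNA, this test recovered 134 of 193 altered miRNAs in the comparison of ages in TG mice and 120 of 191 in wild-type control mice. Of the 193 and 191, 129 and 127 had been changed at least 2-fold. The simulated miRNAs varied independently, without the variation that the real libraries share, so these rates need not hold for the real counts. Of the 140 and 128 miRNAs this test called in the simulated counts, 6 and 8 had not been altered.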

To test this hypothesis, we subjected RNA isolated from the hippocampus of 3- and 6-month-old wild-type control and CamKIIδC TG mice to small RNA sequencing. 

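At 3 months of age, 695 miRNAs were compared between 9 CamKIIδC TG and 5 wild-type control mice. None was called altered by edgeR's quasi-likelihood test, and the smallest adjusted p was 0.998. An unadjusted p under 0.05 was found for 7 miRNAs. At 6 months of age, 612 miRNAs were compared between 11 TG and 15 wild-type control mice. Again 0 were called, with a smallest adjusted p of 0.992, and 3 miRNAs had an unadjusted p under 0.05. Mice of the same replicate number deviated together from their group means at 6 months, with a mean correlation of 0.310 across miRNAs over 11 pairs. With the replicate number as a block, the count at 6 months was also 0. On simulated counts, the same test recovered 97 of 194 altered miRNAs at 3 months and 147 of 191 at 6 months. The alternative that moved both counts most was DESeq2 with 2 factors of unwanted variation estimated from the residuals (RUVr), which called 53 miRNAs at 3 months and 8 at 6 months.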

We observed only minor changes in miRNA expression in 3-month-old mice comparing wild-type control mice and CamKIIδC TG mice, and no changes in miRNA expression in 6 6-month-old mice (Figure S2). Differential expression analysis revealed that 26 miRNAs were significantly altered (FDR < 0.05, log2FC > 0.26) in wild-type control mice, with 5 miRNAs downregulated and 21 miRNAs upregulated when comparing the tissue from mice at 3 and 6 months of age (Figure 4A; Supplemental Table S3). In contrast, analysis of CamKIIδC mice revealed 221 miRNAs with significantly altered expression profiles between 3 and 6 months, of which 124 miRNAs were upregulated and 97 miRNAs were downregulated (Figure 4B; Supplemental Table S3). These results indicate that hippocampal miRNA levels exhibit only minor changes during this time period in wild-type control mice. However, in CamKIIδC mice, substantial changes in miRNA expression occur between 3 and 6 months of age.

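Of 660 miRNAs compared between 5 wild-type control mice at 3 months and 15 at 6 months, 102 had an unadjusted p under 0.05 and 1, miR-3535, was called altered. Its level was 162 ± 121 CPM (SD, n = 5) at 3 months and 56.5 ± 18.3 CPM (SD, n = 15) at 6 months. The log2FC was -1.55 (standard error 0.30, adjusted p = 0.0244 from edgeR's quasi-likelihood test), and all 15 of the 6-month-old mice lay below the 3-month mean. This call was lost without 3-month-old mouse 2, 3 or 4. Across the 5 fits that each left out one 3-month-old mouse, between 0 and 4 miRNAs were called. With 2 RUVr factors in DESeq2, the count was 208, of which 97 were upregulated and 111 were downregulated. With the replicate number as a block, it was 250, with 113 upregulated and 137 downregulated. That fit rests on the 5 same-numbered pairs, since 6-month-old mice without a partner add nothing to it. Same-numbered wild-type control mice of the 2 ages did not deviate together, with a mean correlation of 0.023 over 5 pairs.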

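Of 629 miRNAs compared between 9 CamKIIδC TG mice at 3 months and 11 at 6 months, 99 were called altered, with 47 upregulated and 52 downregulated at 6 months. An unadjusted p under 0.05 was found for 204. The median log2FC of all tested miRNAs was -0.09. Same-numbered TG mice of the 2 ages deviated together, with a mean correlation of 0.254 across miRNAs over 9 pairs. With the replicate number as a block, 124 miRNAs were called, 67 upregulated and 57 downregulated. The alternative that moved the count most, DESeq2 with 2 RUVr factors, called 322. Of 43 spike-in oligos tested in the same way, 9 passed the same threshold between 3 and 6 months in TG mice. With factors of unwanted variation estimated from the spike-in oligos, alternatives chosen after the data were examined, 236 miRNAs were called with 1 factor and 63 with 2 factors in edgeR, and 253 with 1 factor in DESeq2. Among called miRNAs with a mean of at least 10 CPM, the largest decreases were those of miR-486a-3p, miR-3535 and miR-15a-5p. The level of miR-486a-3p fell from 29.9 ± 26.5 CPM (SD, n = 9) to 6.74 ± 2.19 CPM (SD, n = 11). Its log2FC was -2.14 (standard error 0.37, adjusted p = 0.000561 from edgeR's quasi-likelihood test). miR-3535, which was also lower at 6 months in wild-type control mice, had a log2FC of -2.004 (standard error 0.24, adjusted p = 1.49e-05, edgeR). miR-15a-5p had a log2FC of -1.67 (standard error 0.49, adjusted p = 0.0234, edgeR). The largest increases were those of miR-1947-5p, miR-211-5p and miR-99a-5p, with log2FC of 1.0999, 1.07 and 1.01 and standard errors of 0.28, 0.20 and 0.20. Their adjusted p from the same edgeR test were 0.0119, 0.00103 and 0.00172. The most abundant of the 3, miR-99a-5p, rose from 49625 ± 21397 CPM (SD, n = 9) to 98919 ± 20110 CPM (SD, n = 11). For each of these 6 miRNAs, all 11 of the 6-month-old TG mice lay on the same side of the 3-month TG mean. The spike-in composition of 3-month-old TG mouse 8 was nearer the 6-month mean. Its miR-99a-5p was at 97272 CPM, against 30918 to 67375 CPM in the others of its group. This mouse also had the highest miR-211-5p and the lowest miR-486a-3p, miR-3535 and miR-15a-5p of its group, whereas miR-1947-5p lay within the range. Library preparation is therefore not excluded for these changes.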

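The difference between the genotypes was tested directly as the interaction of age and genotype in all 40 mice. Of 699 miRNAs, 0 were called altered on the interaction, with a smallest adjusted p of 0.986 from edgeR's quasi-likelihood test, and 14 had an unadjusted p under 0.05. Same-numbered mice of different groups had a mean correlation of 0.146 over 44 pairs, and 0 miRNAs were called with the replicate number as a block. In simulated counts, the interaction test recovered 100 of 199 altered miRNAs. Of these 199, 134 had been changed at least 2-fold, of which 70.1% were recovered, and smaller changes were recovered less often. Across the 628 miRNAs tested in both genotypes, the log2FC between 3 and 6 months in TG mice was correlated with that in wild-type control mice (Pearson r 0.776, Spearman rho 0.794). These are correlations across miRNAs, which are not independent replicates. All 99 miRNAs called in TG mice changed in the same direction in wild-type control mice, where 1 of them was called. Their median absolute log2FC was 0.79 in TG mice, in which they were selected, and 0.46 in wild-type control mice. The median standard error was 0.26 in TG and 0.28 in wild-type control mice. In 100 draws of 5 of the 9 3-month-old TG mice, the number of 3-month-old wild-type control mice, the TG count ranged from 7 to 396 with a median of 66. From the altered miRNAs in each genotype (Figure 4A,B), the paper states that changes between these ages are minor in wild-type control mice and substantial in CamKIIδC mice.

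**Figure D1:**
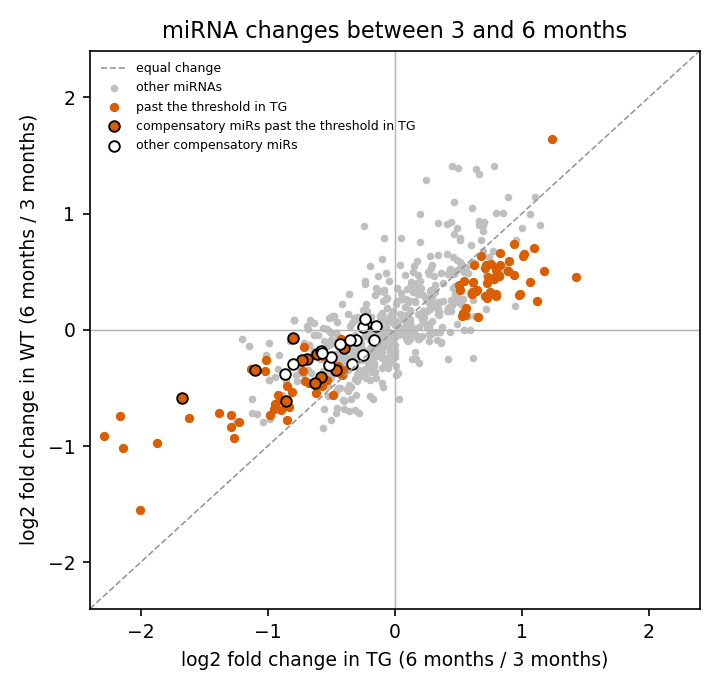
The log2FC between 3 and 6 months of age in CamKIIδC TG mice (horizontal axis) and in wild-type control mice (vertical axis) for the 628 miRNAs tested in both. Orange points are the 99 miRNAs called altered in TG mice, black outlines mark the paper's 27 compensatory miRs, the dashed line is an equal change, and all orange points lie in the lower left or upper right quadrant.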

Next, we tested the hypothesis that miRNAs with altered expression between 3- and 6-month-old CamKIIδC TG mice may target mRNA transcripts that were downregulated in 3-month-old CamKIIδC mice relative to wild-type controls. Since most of the deregulated mRNA transcripts in 3-month-old CamKIIδC TG mice were decreased compared to controls, we focused on this subset of genes. Specifically, we aimed to identify miRNAs that were significantly downregulated between 3 and 6 months in CamKIIδC mice and determine how many of these miRNAs target the downregulated mRNA transcripts that exhibit reinstated expression levels at 6 months (Figure 5A). For this approach, we defined deregulated genes as reinstated if their expression increased by more than 50%, corresponding to a difference in the normalized fold change greater than 1.5 (Supplemental Table S4). This criterion was met by 43% of the deregulated genes. Next, we examined whether any miRNAs significantly downregulated between 3- and 6-month-old CamKIIδC mice target these reinstated transcripts (Supplemental Table S5). Notably, 73% (*n* = 94) of the reinstated genes were targets of these compensatory miRNAs, a group we referred to as “rescued transcripts” (Figure 5B; Supplemental Table S6). Further analysis revealed that the rescued transcripts were mainly regulated by 27 miRNAs, which we termed “compensatory miRs” (Figure 5C). 

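All 27 miRNAs shown in Figure 5C had a lower level at 6 than at 3 months in CamKIIδC TG mice, with log2FC between -1.67 and -0.15 and a median of -0.52. Of these, 11 were called altered. With the adjustment over the 27 alone, 16 were called, but the list was selected by the paper from the same libraries, so this count does not measure stability. In exact permutation tests of each miRNA's mean log2 CPM, two-sided, 18 of the 27 had p under 0.05, and 14 did after Benjamini-Hochberg adjustment over the 27. The set test, which restates this selection in part, gave a lower level than in the other miRNAs (camera p = 7.73e-08 with a preset correlation of 0.01 between miRNAs, and p = 0.0114 with the correlation estimated from these data). With the replicate number as a block, 14 were called, 26 were lower and the camera p was 2.48e-07. DESeq2 with 1 factor estimated from the differences between replicates (RUVs) moved the count most among the alternatives set before the data were examined, to 24.

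At 6 months, 23 of the 27 were lower in wild-type control mice than at 3 months, with a median log2FC of -0.22. None of the 27 was called in these mice, and 3 had an unadjusted p under 0.05. The set test gave p = 0.00205 with the preset and 0.0802 with the estimated correlation. With the replicate number as a block, which leaves 5 same-numbered pairs, 10 of the 27 were called in these mice and the camera p was 0.0505. At 3 months, all 27 were higher in TG than in wild-type control mice, with a median log2FC of 0.28, and 0 were called, 0 having an unadjusted p under 0.05. The camera p of this set was 1.605e-07 with the preset and 0.0344 with the estimated correlation, but the list was selected for a decrease from these 3-month TG mice, which partly fixes the direction. Of 10000 lists matched on their log2FC between the ages in TG mice, with a median of 0.15 at 3 months, 0.09% had a median as high, and miRNAs of a list are not independent. The spike-in composition also differed among the 3-month-old wild-type control mice, so library preparation is not excluded. At 6 months, 14 were higher and 13 lower, with a median log2FC of 0.02, 0 called and 0 with an unadjusted p under 0.05; with the replicate block, the camera p was 0.863. On the interaction of age and genotype, all 27 had a negative coefficient with a median of -0.31. None was called and 0 had an unadjusted p under 0.05. The camera p of the interaction was 3.59e-06 with the preset correlation, 0.0152 with the estimated correlation and 0.00012 with the replicate block. Of 10000 lists of miRNAs matched on their log2FC in TG mice, 26.1% had a median interaction as low as that of the 27.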

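miR-181a-5p is processed from 2 hairpins, whose reads cannot be told apart. Mir181a-1 (ENSMUSG00000065565) lies on chromosome 1 of GRCm38 from 137966455 to 137966541, in an intron of Gm4258, and Mir181a-2 (ENSMUSG00000065423) on chromosome 2 from 38852735 to 38852810. The level of miR-181a-5p was 6607 ± 1789 CPM (SD, n = 5) in 3-month-old wild-type control mice and 7663 ± 1524 CPM (SD, n = 9) in 3-month-old TG mice. At 6 months, it was 6233 ± 1410 CPM (SD, n = 15) in wild-type control mice and 6783 ± 1246 CPM (SD, n = 11) in TG mice. At least 4375 reads were counted on it in every library. The log2FC between 3 and 6 months in TG mice was -0.16 (standard error 0.14, adjusted p = 0.412 from edgeR's quasi-likelihood test), and 8 of 11 6-month-old TG mice lay below the 3-month TG mean. The difference in mean log2 CPM was -0.18, within the spread between mice (two-sided exact permutation test, p = 0.169, 0.403 after adjustment over 4 comparisons). The log2FC in wild-type control mice was -0.09 (standard error 0.19, adjusted p = 0.861, edgeR). The interaction of age and genotype was -0.09 (standard error 0.23, adjusted p = 0.986, edgeR). With the replicate number as a block, it was also -0.09 and the log2FC in TG mice was -0.22, with 0.902 and 0.330 as adjusted p from edgeR. Between TG and wild-type control mice at 3 months, the log2 CPM differed by 0.24 (two-sided exact permutation test, p = 0.223), and at 6 months by 0.14 (two-sided permutation test with 100000 resamples, p = 0.302).

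**Figure D2:**
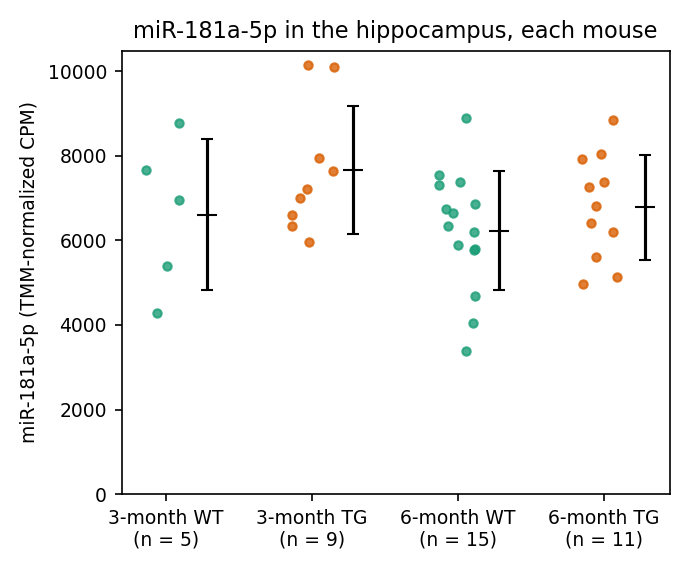
TMM-normalized CPM of miR-181a-5p in the hippocampus of each mouse, by age and genotype, with the group mean and SD as black bars. The TG mice range from 5966 to 10144 CPM at 3 months and from 4978 to 8845 CPM at 6 months, and all 4 groups overlap.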

Among the miRNAs with the most targets was miR-181a-5p, a miRNA previously implicated in neuronal plasticity and memory formation [14] (Figure 5C). 

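Of the 3 members of the miR-181 family shown in Figure 5C, miR-181b-5p was called altered between 3 and 6 months in TG mice. Its 2 hairpins, Mir181b-1 (ENSMUSG00000065458) and Mir181b-2 (ENSMUSG00000065578), lie beside those of miR-181a-5p, on chromosome 1 of GRCm38 from 137966639 to 137966718 and on chromosome 2 from 38853830 to 38853918. Its level was 2200 ± 381 CPM (SD, n = 9) at 3 months and 1651 ± 243 CPM (SD, n = 11) at 6 months. The log2FC was -0.40 (standard error 0.12, adjusted p = 0.0292 from edgeR's quasi-likelihood test), and all 11 of the 6-month-old TG mice lay below the 3-month mean. It was not called without a low-count filter, with limma on the normalized values or with 2 spike-in factors, chosen after the data were examined. miR-181d-5p comes from Mir181d (ENSMUSG00000076338) on chromosome 8, from 84178716 to 84178787, in an intron of Nanos3. Its level was 1040 ± 144.6 CPM (SD, n = 9) at 3 months and 862 ± 97.9 CPM (SD, n = 11) at 6 months, a log2FC of -0.25 (standard error 0.11, adjusted p = 0.119, edgeR). All 11 of the 6-month-old mice again lay below the 3-month mean. Between the ages in wild-type control mice, the log2FC was -0.16 for miR-181b-5p and -0.22 for miR-181d-5p, with adjusted p of 0.597 and 0.452 from edgeR. The interaction of age and genotype was -0.26 for miR-181b-5p and -0.06 for miR-181d-5p (adjusted p = 0.986 for both, edgeR). Mature miR-181 sequences are similar, so that some reads could have been counted on another member.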

Other members of the miR-181 family, including miR-181b-5p and miR-181d-5p, were also part of the compensatory miRs. 

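Members of the let-7 family have near-identical mature sequences, so that reads of one member could have been counted on another. The 7 members shown in Figure 5C were let-7a-5p, let-7c-5p, let-7d-5p, let-7e-5p, let-7g-5p, let-7i-5p and miR-98-5p. All 7 were lower at 6 months in TG mice, with log2FC from -0.73 to -0.15, and 2 were called altered. The first, let-7g-5p from Mirlet7g (chromosome 9 of GRCm38, 106178840 to 106178927, in an intron of Wdr82), was 45171 ± 13677 CPM (SD, n = 9) at 3 months and 29868 ± 2218 CPM (SD, n = 11) at 6 months. Its log2FC was -0.58 (standard error 0.14, adjusted p = 0.00892 from edgeR's quasi-likelihood test). The second, miR-98-5p from Mir98 (chromosome X, 151913214 to 151913321, in an intron of Huwe1), was 1064 ± 501.5 CPM (SD, n = 9) at 3 months and 633 ± 102 CPM (SD, n = 11) at 6 months. Its log2FC was -0.73 (standard error 0.20, adjusted p = 0.0175, edgeR), and with the replicate number as a block, or with 2 spike-in factors, chosen after the data were examined, it was not called. The other 5 had log2FC of -0.43 for let-7a-5p, -0.15 for let-7c-5p, -0.34 for let-7d-5p, -0.31 for let-7e-5p and -0.25 for let-7i-5p, with adjusted p between 0.123 and 0.571 (edgeR). In let-7a-5p, let-7c-5p, let-7d-5p and let-7e-5p, 3-month-old TG mouse 3 stood apart from the other 3-month-old TG mice with a higher level. On the interaction of age and genotype, log2FC ranged from -0.50 to -0.07 over the 7 members and none was called, with an adjusted p of 0.986 for each.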

Additionally, the majority of miRNAs from the let-7 family (let-7c-5p, let-7i-5p, let-7a-5p, let-7g-5p, let-7e-5p, let-7d-5p, and miR-98-5p) were identified among the 27 compensatory miRs. Similarly, two members of the miR-29 family (miR-29b-3p and miR-29c-3p), both members of the miR-92 family (miR-92a-3p and miR-92b-3p), and three members of the miR-23/27/24 cluster (miR-27b-3p, miR-23a-3p, and miR-23b-3p) were included. 

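The members of these 3 groups were lower at 6 months in TG mice, except that miR-92b-3p had a log2FC of 0.03 with the replicate number as a block. In the miR-29 family, miR-29b-3p was called altered, with 1426 ± 769 CPM (SD, n = 9) at 3 months and 660 ± 250.3 CPM (SD, n = 11) at 6 months. Its log2FC was -1.10 (standard error 0.30, adjusted p = 0.0157 from edgeR's quasi-likelihood test), and it was not called with limma on the normalized values or with 2 spike-in factors, chosen after the data were examined. One of its hairpins, Mir29b-2, lies beside Mir29c on chromosome 1 of GRCm38, where they extend from 195037040 to 195037120 and from 195037547 to 195037634. For miR-29c-3p, the log2FC was -0.87 (standard error 0.35, adjusted p = 0.0931, edgeR). Both miR-29b-3p and miR-29c-3p stood apart in 3-month-old wild-type control mouse 2, with higher levels than in the other 3-month-old wild-type control mice. Neither member of the miR-92 family was called. The log2FC of miR-92a-3p was -0.23 (standard error 0.21, adjusted p = 0.451, edgeR) and that of miR-92b-3p was also -0.23 (standard error 0.23, adjusted p = 0.496, edgeR). For miR-92b-3p, 3-month-old TG mouse 3 had a higher level than the other 3-month-old TG mice. In the miR-23/27/24 cluster, 2 of 3 members were called. miR-27b-3p, from a hairpin on chromosome 13 (63300712 to 63300784), was 8493 ± 1343 CPM (SD, n = 9) at 3 months and 6098 ± 922 CPM (SD, n = 11) at 6 months. Its log2FC was -0.46 (standard error 0.12, adjusted p = 0.0124, edgeR), and it was not called with limma on the normalized values. That of miR-23a-3p was -0.86 (standard error 0.29, adjusted p = 0.0458, edgeR), and it was not called without TMM, without a low-count filter, with counts summed over precursors, with limma on the normalized values or with 2 spike-in factors, chosen after the data were examined. miR-23b-3p, from chromosome 13 (63300484 to 63300557), had a log2FC of -0.50 (standard error 0.18, adjusted p = 0.0656, edgeR) and was called with the replicate number as a block.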

Other notable compensatory miRNAs included miR-1a-3p, miR-667-5p, miR-136-5p, miR-125b-5p, and miR-153-3p (Figure 5C). 

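Figure 5C shows miR-677-5p where the text has miR-667-5p, and both were measured. The level of miR-667-5p was 20.5 ± 10.3 CPM (SD, n = 9) in 3-month-old and 18.5 ± 4.27 CPM (SD, n = 11) in 6-month-old TG mice, a log2FC of -0.12 (standard error 0.23, adjusted p = 0.731 from edgeR's quasi-likelihood test). The level of miR-677-5p was 4.82 ± 2.66 CPM (SD, n = 9) and 3.74 ± 1.69 CPM (SD, n = 11), with between 6 and 36 counts in the lowest library of each group. Its log2FC was -0.36 (standard error 0.31, adjusted p = 0.436, edgeR). miR-1a-3p, processed from Mir1a-1 on chromosome 2 of GRCm38 (180389048 to 180389124) and Mir1a-2 on chromosome 18 (10785481 to 10785552), was 999 ± 440.3 CPM (SD, n = 9) at 3 months and 565 ± 140.2 CPM (SD, n = 11) at 6 months. Its log2FC was -0.80 in TG mice (standard error 0.21, adjusted p = 0.0136, edgeR) and -0.07 in wild-type control mice (adjusted p = 0.927, edgeR). The interaction of age and genotype for miR-1a-3p was -0.76 and was not called (adjusted p = 0.986, edgeR). miR-125b-5p had a log2FC of -0.62 in TG mice (standard error 0.19, adjusted p = 0.0266, edgeR) and -0.46 in wild-type control mice (adjusted p = 0.316, edgeR), and with 2 spike-in factors, chosen after the data were examined, it was not called in TG mice. miR-136-5p and miR-153-3p were not called, with log2FC of -0.80 and -0.57 and adjusted p of 0.102 and 0.140 (edgeR), and both were called with the replicate number as a block. In miR-136-5p, 3-month-old wild-type control mouse 2 stood apart with a higher level than the other mice of its group.

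The remaining 5 miRNAs of Figure 5C were miR-26b-5p, miR-101a-3p, miR-7a-5p, miR-15a-5p and miR-101c. miR-101a-3p, from chromosome 4 (101346945 to 101347027), fell from 4206 ± 676 CPM (SD, n = 9) to 2572 ± 588.5 CPM (SD, n = 11), a log2FC of -0.69 (standard error 0.14, adjusted p = 0.00211, edgeR). miR-101c was also called, with a log2FC of -0.61 (standard error 0.15, adjusted p = 0.00728, edgeR). Its level was far lower, at 49.6 ± 7.03 CPM (SD, n = 9) at 3 months and 32.1 ± 7.93 CPM (SD, n = 11) at 6 months. Whether reads of miR-101a-3p were counted on miR-101c was not tested, so these calls may not be independent. miR-15a-5p was at 25.1 ± 19.1 CPM (SD, n = 9) at 3 months and 7.60 ± 5.11 CPM (SD, n = 11) at 6 months, with 1 count in the lowest 6-month TG library. Among called miRNAs with a mean of at least 10 CPM, it was also among the 3 largest decreases. It was not called without a low-count filter, with at least 10 counts in every sample, where it was not tested, with limma on the normalized values or with 2 spike-in factors, chosen after the data were examined. miR-26b-5p and miR-7a-5p had log2FC of -0.58 and -0.52 and were not called (adjusted p = 0.0596 and 0.0584, edgeR). With the replicate number as a block, miR-26b-5p was called and miR-7a-5p was not. In 3-month-old wild-type control mouse 2, miR-26b-5p and miR-15a-5p were higher than in the other 3-month-old wild-type control mice.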

Next, we performed a GO term analysis of the reinstated genes that were targets of the compensatory miRs. Interestingly, genes that were upregulated from 3 to 6 months in CamKIIδC mice were linked to processes related to RNA metabolism and mRNA expression (Figure 5D; Supplemental Table S7), which aligns with the notion that the hippocampus engages the compensatory miR network to reinstate physiological gene expression. To gain deeper insights into the functional role of these compensatory miRNAs, we also constructed a transcriptional interaction network based on the 27 miRNAs and 77 rescued genes upregulated in 6-month-old CamKIIδC mice compared to 3-month-old (Figure 5E). This network revealed that the 27 compensatory miRNAs synergistically regulate the expression of rescued transcripts and identified miR-181a-5p as a hub miRNA orchestrating the compensatory response.

## 3. Discussion

In this study, we investigated the molecular mechanisms linking HF to cognitive impairment. Using CaMKIIδC TG mice, we previously demonstrated significant memory impairment at 3 months of age, accompanied by extensive dysregulation of hippocampal gene expression [6]. These data are consistent with epidemiological studies showing that cardiac disease increases the risk of age-associated memory impairment [15,16,17]. Surprisingly, by 6 months of age, memory deficits were no longer detectable in CaMKIIδC TG mice, suggesting the activation of compensatory mechanisms that restore hippocampal function and transcriptional homeostasis. Therefore, we studied the underlying mechanisms that could help to explain the recovery of hippocampus-dependent memory function in this mouse model of HF, despite the persistence of cardiac dysfunction.

We observed that while hippocampal gene expression was deregulated in 3-month-old CaMKIIδC TG mice, no such differences were detected at 6 months of age. However, molecular changes were not entirely absent in the hippocampus of 6-month-old CaMKIIδC TG mice, as miRNAs exhibited altered expression levels at this time point, suggesting a potential role for a compensatory miRNA network in driving recovery. Specifically, small RNA sequencing revealed significant changes in miRNA expression between 3 and 6 months in CaMKIIδC TG mice, whereas only minor changes were observed in age-matched wild-type controls.

By focusing on mRNA transcripts downregulated at 3 months—which represent the majority of deregulated genes—we found that 43% of these genes exhibited near-complete reinstatement of expression levels at 6 months, suggesting partial recovery of transcriptional activity. Notably, 27 miRNAs, which we termed “compensatory miRs”, were downregulated between 3 and 6 months and targeted 73% of these reinstated transcripts, indicating a critical role for these miRNAs in rescuing gene expression.

Compensatory miRNA responses have been described in various disease contexts, such as responses to cellular stressors like hypoxia and oxidative damage [18,19,20,21,22]. Our current findings extend this concept to HF-induced memory impairment. Among the identified 27 miRNAs, miR-181a-5p emerged as a central hub miRNA within the compensatory network. miR-181a-5p was decreased in the hippocampus of 6-month-old CaMKIIδC TG mice, consistent with previous findings showing that elevated levels of miR-181a-5p are associated with impaired neuronal plasticity, synaptic function, and memory formation [14,23,24]. In turn, inhibition of miR-181a-5p was shown to reinstate memory formation in a mouse model of AD, and its downregulation was linked to improved neuronal integrity in a calorie restriction model that ameliorated age-associated memory impairment in mice [25]. Furthermore, elevated levels of miR-181a-5p were implicated in cell death after cerebral ischemia, while reduced levels were associated with neuronal survival [26,27,28], supporting the notion that lowering miR-181a-5p levels in disease contexts can improve memory function. These data strongly suggest that its downregulation in CaMKIIδC TG mice between 3 and 6 months likely contributes to the reinstatement of learning ability. Interestingly, additional members of the miR-181 family, including miR-181b-5p and miR-181d-5p, were also part of this network, suggesting a coordinated role for the miR-181 family in mediating the compensatory response.

Notably, other miRs of the identified “compensatory miR” network represented almost entire miRNA families. For example, we identified several other miRNA families, including the let-7 family and the miR-29 family, which targeted the reinstated transcripts. These miRNAs have been associated with neuroprotection and synaptic remodeling, further supporting their role in restoring hippocampal function [29,30]. Moreover, members of the miR-92 [31], miR-29 [32,33], and miR23/27/24 clusters [34,35,36], which were part of the “compensatory miR” network, have documented roles in neuronal function and learning behavior. The same is true for miR-1a-3p [37], miR-136-5p [38], miR-125b-5p [39,40], and miR-153-3p [41]. Collectively, these findings highlight the synergistic action of multiple miRNAs in regulating hippocampal gene expression to compensate for early transcriptional deficits.

miRNAs are also discussed as potential biomarkers for cognitive function and neurodegenerative diseases [14,42], though data in this area are sometimes conflicting. For instance, some studies reported that certain miRNAs (e.g., miR-146a) are upregulated in AD patients [14,24], while others found them to be downregulated [43]. If such miRNAs are part of a compensatory response, as indicated by our data, longitudinal measurements of miRNA expression will be crucial for resolving these discrepancies.

Our study has several limitations that warrant consideration and should be addressed in future research. First, while our findings identify a compensatory miRNA network that potentially mediates the restoration of hippocampal function in HF, the specific mechanisms regulating these miRNAs remain unclear. The observation that most compensatory miRs belong to miRNA families acting on similar pathways suggests a concerted action, tightly linking mRNA transcript levels to miRNA regulation. Such mechanisms are well-documented in developmental processes, where miRNAs regulate mRNA levels through feed-forward and feedback loops to stabilize developmental pathways [44]. Nevertheless, our data only provides a model and future research should explore how specific transcription factors or epigenetic processes, such as DNA methylation or histone modifications, contribute to the regulation of this compensatory miRNA network.

While this study focused on hippocampal miRNA and gene expression, HF is a systemic condition likely affecting other brain regions critical for cognitive function. Future research should investigate whether similar compensatory mechanisms operate in other brain areas. Moreover, although we used a well-characterized mouse model of HF, validating these findings in additional models of HF will be important for generalizability. Furthermore, while this study primarily explored transcriptional and miRNA landscapes, other regulatory mechanisms, such as protein–protein interactions and metabolomic changes, may also contribute to the observed recovery of memory function. Employing multi-omics approaches could provide a more comprehensive understanding of the compensatory response. It would also be important to compare the mechanisms underlying the recovery of memory function in this study to those involved in other interventions. For example, aerobic exercise can improve cognitive function in heart failure patients, especially in those who already show cognitive impairment [45]. At the same time, there is evidence that the beneficial effect of exercise on cognitive function is—at least in part—mediated via adaptive changes in miRNA expression [46,47].

Finally, the long-term sustainability of the observed compensatory mechanisms remains uncertain. While hippocampal function appears restored at 6 months, compensatory mechanisms may eventually fail, leading to late-onset cognitive decline. The unexpected observation that 3-month-old CaMKIIδC TG mice displayed memory impairment, which was no longer evident at 6 months, underscores the need for longitudinal studies. Examining CaMKIIδC TG mice at later time points and expanding such analyses to other models of age-associated cognitive decline will be essential.

In conclusion, while our findings provide significant insights into the role of miRNA networks in restoring cognitive function in the context of HF, addressing these remaining questions through future research will refine our understanding and help identify novel therapeutic targets for managing heart failure-associated cognitive dysfunction.

## 4. Materials and Methods

### 4.1. Animals and Tissue Preparation

For animal experiments, mice with a genetic background of C57Bl/6J were used. CamkIIδc transgenic and wild-type littermates were housed in standard cages on a 12 h/12 h light/dark cycle with food and water ad libitum. Three- and Six-month-old mice were analyzed for the experiments. Male and female mice were used in the experiments. Following cervical dislocation, the hippocampal sub-region CA1 was isolated. Hearts were dissected by a cut above the base of the aorta and perfused with 0.9% sodium chloride solution until blood-free. Tissues were snap-frozen in liquid nitrogen after collection and stored at −80 °C. In addition, the lung was extracted, and its weight was determined.

### 4.2. Echocardiography

Heart function and dimensions were assessed via echocardiography using a Vevo 2100 imaging platform equipped with a MS-400 30 MHz transducer(Visualsonics, Toronto, ON, Canada). The animals were anesthetized with isoflurane (1–2%), and M-mode sequences of the beating heart were recorded in both the short axis and long axis. These images were utilized to determine left ventricular end-diastolic and end-systolic volumes (calculated as area * length * 5/6). These parameters enabled the calculation of the ejection fraction, serving as an indicator of left ventricular heart function. The investigator conducting the analysis was blinded to the genotype, gender, and age of the animals.

### 4.3. Open Field Test and Barnes Maze Experiment

The open field test was conducted following the methodology established in a previous study [48]. In this procedure, mice were gently positioned in the center quadrant of the open field arena and given 5 min to explore their surroundings. The travel trajectories of the mice were recorded using VideoMot software version 2 (TSE-Systems, Berlin, Germany). The Barnes Maze experiment was conducted following the protocol described previously [6]. The experimenters were blind to the genotypes.

### 4.4. RNA Isolation and Sequencing

RNA isolation was performed using RNA Clean and Concentrator kit (Zymo, Irvine, CA, USA) according to the manufacturer’s protocol. RNA concentration was measured with NanoDrop, and quality was evaluated using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Library preparation was performed with a total of 300 ng of RNA input. For mRNA sequencing, cDNA libraries were prepared according to Illumina TruSeq, and 50 bp sequencing reads were run in HiSeq 2000. For small RNA sequencing cDNA library and sequencing have been performed according to the manufacturer’s protocol (NEBNext Small RNA library prep set for Illumina), and sequencing was performed on the HiSeq 2000 platform. For totalRNA-seq, we obtained an average sequencing depth of approx. 45 mio. reads from which 88.5% were uniquely mapped. For smallRNA-seq, we obtained an average sequencing depth of approx. 15 mio. reads from which 85.5% were uniquely mapped.

### 4.5. Bioinformatics Analysis

Sequencing data were processed using a customized in-house software pipeline. Illumina’s conversion software bcl2fastq (v2.20.2), was used for adapter trimming and converting the base calls in the per-cycle BCL files to the per-read FASTQ format from raw images. Quality control of raw sequencing data was performed by using FastQC (v0.11.5) [49]. Trimming of 3′ adapters for smallRNASeq data was performed using cutadapt (v1.11.0) [50]. The mouse genome version mm10 was used for alignment and annotation of coding and non-coding genes. MicroRNAs were annotated using miRBase [51]. For totalRNASeq, reads were aligned using the STAR aligner (v2.5.2b) [52] and read counts were generated using featureCounts (v1.5.1) [53]. For smallRNASeq, reads were aligned using the mapper.pl script from mirdeep2 (v2.0.1.2) [54] which uses bowtie (v1.1.2) [55] and read counts were generated with the quantifier.pl script from mirdeep2. All read counts were normalized according to library size to transcripts per million (TPM). Differential expression analysis was performed with the DESeq2 (v1.26.0) R (v3.6.3) package [56], here unwanted variance was removed using RUVSeq (v1.20.0) [57]. Gene Ontology (GO) enrichment analysis was performed with clusterProfiler (v4.6.0) [58]. Volcano plots were performed with the R package EnhancedVolcano (v1.12.0) [59]. Identification of interactions between miRNAs deregulated from 3 to 6 months in TG mice and genes that were deregulated in 3-month-old mice WT vs. TG were based on pairwise interactions between 221 miRNAs and 298 genes, and any other annotated targets, whose information was collected from six different databases: NPInter [60], RegNetwork [61], Rise [62], STRING Szklarczyk, 2019, TarBase [63], and TransmiR [64]. All interactions classified as weak (if available) were excluded. The Network was built using Cytoscape (v3.7.2) [65] based on selected 27 “compensatory” miRNAs and 94 genes defined as genes with reinstated expression selected from the initial interaction analysis. The list of pairwise interactors was loaded into Cytoscape to build a network. The initial network was truncated to a core network with PathLinker (v1.4.3) [66] using 1000 paths and the input list as source.

## Figures and Tables

**Figure 1:**
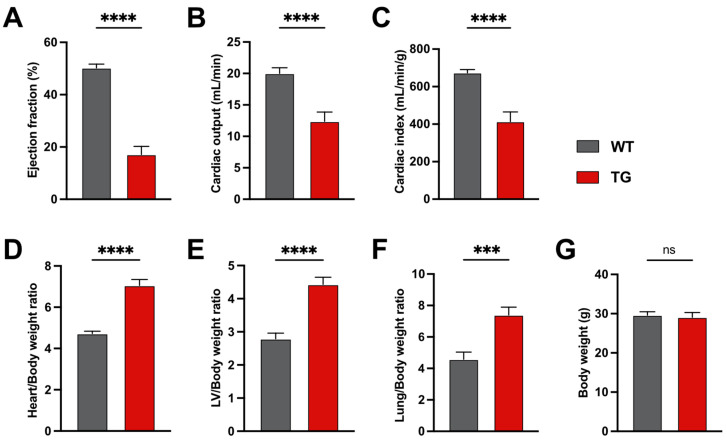
Heart Failure in 6 months CamKIIδc TG mice. (**A**) Significantly decreased ejection fraction (**B**), cardiac output, and cardiac index (**C**) in CamkIIδc TG mice (*n* = 12) compared to control mice (*n* = 16). (**D**) Weight ratios of heart to body, (**E**) left ventricle to body, and (**F**) lung to body are increased in CamkIIδc TG (*n* = 12) compared to control (*n* = 16). (**G**) No significant difference in speed, path traveled, and time spent in the middle region in the open field test between CamKIIδc TG (*n* = 11) and control (*n* = 15) mice. There were no sex-specific differences detected except for the cardiac output in the WT group (*p* = 0.04) and overall body weight (WT: *p* =< 0.0.0001; TG *p* =< 0.0001). Unpaired t-test, two-tailed; *** *p* < 0.001, **** *p* < 0.0001; Error bars indicate SEM.

**Figure 2:**
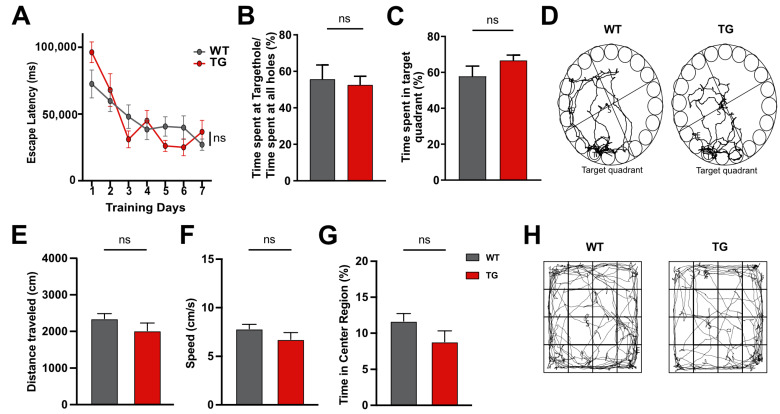
Behavioral analysis of 6-month-old CamKIIδc TG mice. (**A**) Escape latency during training sessions of the Barnes maze test is not affected in 6 old CamkIIδc TG (*n* = 11) and control mice (*n* = 15; two-way ANOVA *p* = 0.97). (**B**) Time spent at the target hole during the memory test vs. time spent at other holes is not different in 6-month-old CamkIIδc TG (*n* = 11) when compared to control mice (*n* = 15). (**C**) Time spent in the target quadrant during the memory test in fCamkIIδc TG (*n* = 11) and control mice (*n* = 15) during the memory test. (**D**) Representative images showing the path of mice during the memory test. (**E**) Distance traveled in the open field in CamkIIδc (*n* = 11) and control mice (*n* = 15). (**F**) Speed during the open field test. (**G**) Time spent in the center area of the open field is similar in CamkIIδc TG and control mice. (**H**) Representative images showing the performance during the open field test. There were no sex-specific differences detected. Unpaired t-test, two-tailed; Error bars indicate SEM.

**Figure 3:**
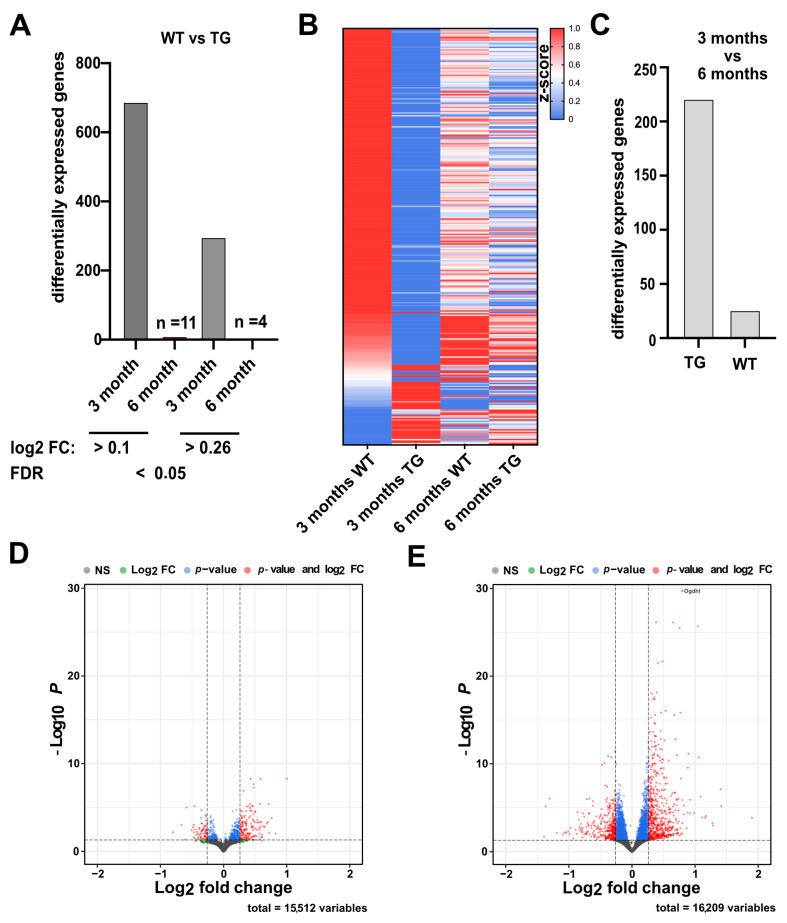
Gene expression changes in 3 and 6-month-old CamKIIδC TG mice. (**A**) Bar chart showing the number of differentially expressed genes comparing wild-type control to CamKIIδC TG mice (FDR < 0.05) at either 3 or 6 months of age. (log2FC was either < 0.1 or < 0.26). (**B**) Heatmap showing deregulated genes in 3-month-old mice in WT (*n* = 5) and CamKIIδC TG (*n* = 6) and the “rescued” gene expression in 6-month-old CamKIIδC TG mice (*n* = 11), comparable to 6-month-old WT mice (*n* = 15). (**C**) Bar chart showing the number of differentially expressed genes when 3 vs. 6 months old wild type control (WT) or 3 vs. 6 months old CamKIIδC TG mice (TG) were compared (FDR < 0.05; log2FC < 0.26). (**D**) Volcano plot showing the differentially expressed transcripts when comparing 3 vs. 6 months old wild-type control mice. (**E**) Volcano plot showing the differentially expressed transcripts when comparing 3 vs. 6 months old CamKIIδC TG mice. In (**D**,**E**), the horizontal dotted line indicates the significance threshold for the –log₁₀ *P*-value (*p* < 0.05), while the vertical dotted lines indicate the significance thresholds for the log₂ fold change (±0.26).

**Figure 4:**
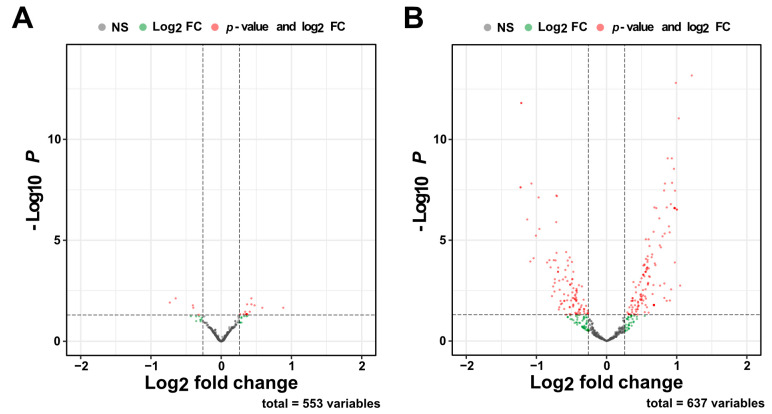
Changes in miRNA expression in wild-type control and CamKIIδC TG mice between 3 and 6 months of age. (**A**) Volcano plot showing differentially expressed miRNAs when comparing 3 vs. 6 months old wild type control mice (*n* = 5, *n* = 15, respectively). (**B**) Volcano plot showing differentially expressed miRNAs when comparing 3 vs. 6 months old CamKIIδC TG mice (*n* = 6, *n* = 16, respectively). FDR < 0.05, log2 FC < 0.26. In A and B the horizontal dotted line indicates the significance threshold for the –log₁₀ *P*-value (*p* < 0.05), while the vertical dotted lines indicate the significance thresholds for the log₂ fold change (±0.26).

**Figure 5:**
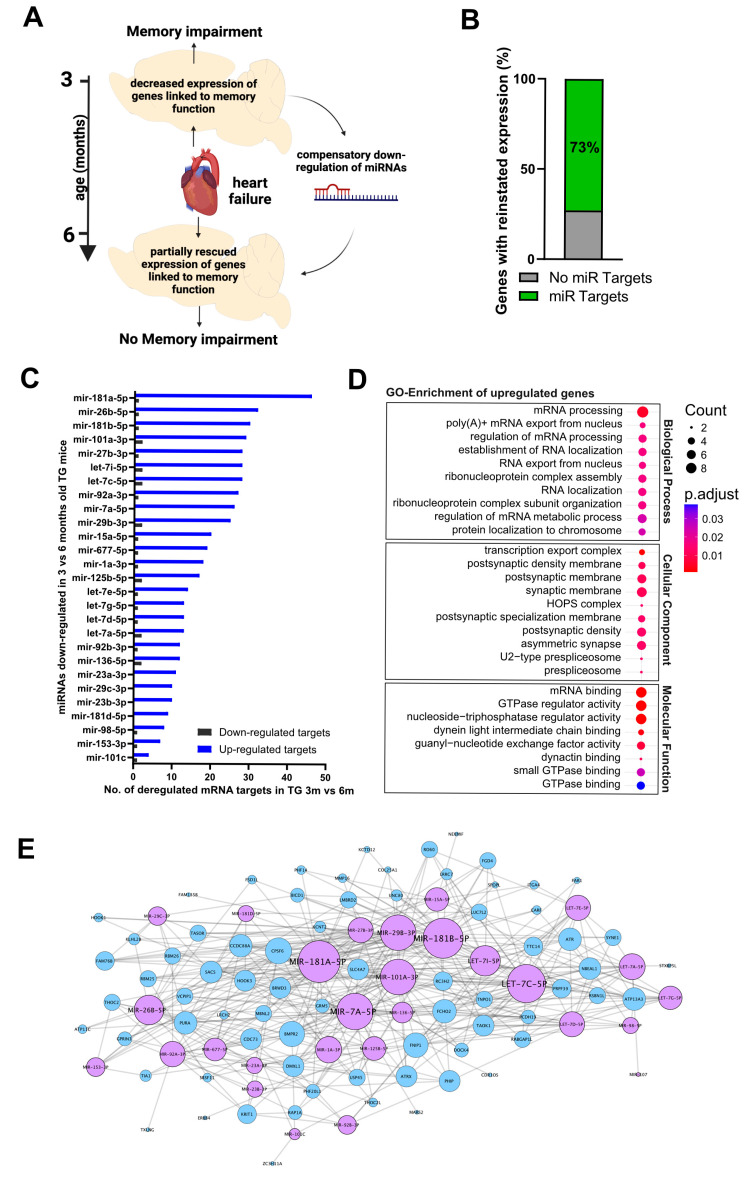
A miR RNA network that may act as a compensatory response in heart failure-mediated memory impairment. (**A**) Schematic illustration of the working hypothesis. (**B**) Bar graph showing the percentage of “rescued transcripts” targeted by the “compensatory miRNAs”. (**C**) Bar chart showing the 27 “compensatory miRNAs” (miRs with >= 5 targets) and the number of “rescued transcripts” targeted by each miRNA (blue bars). As a control (black bars), the number of mRNA transcripts upregulated in 3-month-old TG mice is shown. (**D**) Dot plot showing GO term analysis of the “rescued transcripts” upregulated from 3 to 6 months in CaMKIIδC TG mice. (**E**) Gene interaction network illustrating the 27 “compensatory miRNAs” (violet; circle size corresponds to the number of target genes regulated by each miRNA) and their relationship with the “rescued transcripts” (blue). This network accounts for 56% of the rescued transcripts.

## Data Availability

RNA sequencing data are available via the Gene Expression Omnibus (GEO) database, Accession number: GSE288827 (RNAseq) and GSE288826 (smallRNAseq). All the statistical analyses as mentioned in the main text are performed in Prism (version 9.0) or in R. All Bar Plots show Mean + SEM. Gene ontology enrichment analysis was performed using Fisher’s exact test, followed by a Benjamini–Hochberg correction.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna11030045/s1, Figure S1. Changes in gene expression in 3 and 6 months-old mice between wild type control and CamKIIδC TG mice. A. Volcano Plots showing differentially expressed genes when comparing WT and TG in 3 months-old mice (*n* = 5, *n* = 6, respectively). B. Volcano Plots showing differentially expressed genes when comparing WT and TG in 6 months-old mice (*n* = 11, *n* = 15, respectively). Figure S2. Changes in miRNA expression in 3 and 6 months-old mice between wild type control and CamKIIδC TG mice. A. Volcano Plots showing differentially expressed miRNAs when comparing WT and TG in 3 months-old mice (*n* = 5, *n* = 6, respectively). B. Volcano Plots showing differentially expressed miRNAs when comparing WT and TG in 6 months-old mice (*n* = 15, *n* = 16, respectively). Table S1. List of significantly deregulated genes in CaMKIIδC TG mice. Table S2. Gene-Ontology (GO)-term analysis of deregulated genes in 3-month-old CaMKIIδC. Table S3. List of significantly deregulated miRNAs in CaMKIIδC TG mice. Table S4. List of genes with reinstated expression in 6m TG mice of deregulated genes from 3 months old mice. Table S5. List of significantly deregulated miRNAs in CaMKIIδC TG mice comparing 3 and 6 months and corresponding deregulated target genes in 3 months old CaMKIIδC TG mice. Table S6. List of miRNAs targeting rescued genes from Supplemetary Table S7 and corresponding target genes. Table S7. Gene-Ontology (GO)-term analysis of rescued genes targeted by 27 compensatory miRNAs from Supplementary Table S6.

How the deposited data were processed for this re-analysis (not part of the article)

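The data are small RNA libraries from the hippocampus of 40 mice, 1 library per mouse. Age and genotype were taken from the titles of the samples, which gives 5 wild-type control and 9 CamKIIδC TG mice at 3 months of age, and 15 wild-type control and 11 CamKIIδC TG mice at 6 months of age. The paper gives 6 TG mice at 3 months and 16 at 6 months, and all deposited libraries were used. The genotype field of 3-month-old wild-type control mice 1 and 2 differs from their title, and the effect of leaving these mice out or counting them as TG was examined.

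The authors trimmed the 3′ adapters, aligned the reads with mirdeep2, annotated miRNAs with miRBase and deposited the raw count of each pair of a mature miRNA and its precursor, with no normalization. The authors also deposited normalized values as RPM, which the paper calls TPM. These were checked to equal each count scaled by the total of its library, with a largest difference of 0.005. The totals include 52 entries of UniSp spike-in oligos, which the paper's text does not describe. For differential expression, the paper names DESeq2, with RUVSeq to remove unwanted variance, and its text does not give the kind or the number of RUVSeq factors.

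From the counts, each of 1978 mature miRNAs was represented by the precursor with the highest total, because 85 miRNAs have several precursors and the counts of 41 of these were identical on every precursor. Spike-in oligos were left out of the tests of miRNAs. Each comparison was fitted on its own groups with edgeR (version 4.0.16, R 4.3.3): filterByExpr with its minimum count of 10 and minimum total of 15, TMM normalization, robust dispersion estimates and the quasi-likelihood F test with Benjamini-Hochberg adjustment. The comparisons were 3 against 6 months in TG and in wild-type control mice, TG against wild-type control mice at each age, and the interaction of age and genotype over all 4 groups. A miRNA was called altered with an adjusted p under 0.05 and an absolute log2FC above 0.26, the thresholds of the paper. Log2FC is given as 6 months over 3 months, or TG over wild-type. The 27 compensatory miRs were taken from Figure 5C and tested as a set with camera in limma (version 3.58.1), with a preset correlation of 0.01 and with an estimated one. Levels of single miRNAs are TMM-normalized CPM. Permutation tests used the mean log2 CPM with a prior count of 2 in scipy (version 1.17.1), with all splits where a group had fewer than 10 mice and 100000 resamples otherwise, and all were two-sided. The family of permutation tests held 27 miRNAs in each genotype.

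The miRNAs named in the text are the 27 compensatory miRs, the other miRNAs the paper names, and, for each comparison, the 3 largest increases and 3 largest decreases among called miRNAs with a mean of at least 10 CPM. This rule was set before the data were examined. Of the 1978 mature miRNAs, 1848 (93.4%) were matched by name to a hairpin in the GENCODE annotation of GRCm38, from which positions were taken. No position is given for miR-92a, miR-7a, miR-146a and miR-3535, which were not matched.

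Library totals ranged from 2656368 to 36547011 counts, and the miRNA counts in them from 1926108 to 22892729. Before TMM normalization, a floor of 3 counts corresponds to 0.131 to 1.56 CPM, which covers counting error only. No pair of libraries of the same group was a copy of another. The test was checked on simulated counts with known changes, in which edgeR recovered 69.4% of altered miRNAs for the comparison of ages in TG mice, 62.8% in wild-type control mice and 50.3% for the interaction, with 4.3%, 6.2% and 2.0% of calls false. Most of these changes were at least 2-fold. The simulated miRNAs varied independently, unlike those of the real libraries, so these rates need not hold for the real counts.

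The replicate numbers in the sample titles recur in each group although the mice differ. Whether same-numbered mice deviate together was measured by the mean correlation of their deviations from the group means, and the fit with the replicate number as a block was made for each comparison. In such a fit of 2 groups, a mouse whose number is absent from the other group adds nothing to the estimated difference. The comparison of ages then rests on 9 pairs of TG and 5 pairs of wild-type control mice. Other alternatives were DESeq2 (version 1.42.0) with and without factors of unwanted variation, edgeR with 1 such factor, other normalizations and low-count filters, counts summed over precursors or kept for each pair, a joint fit of the 4 groups, limma on the log2 of the normalized values with a pseudocount of 1 or 0.1, fewer mice, and each 3-month-old wild-type control mouse left out in turn. In the simulated comparison of ages in TG mice, limma with a pseudocount of 1 recovered 65.3% of altered miRNAs, with 44% of calls false. It was less accurate there than edgeR, which limits what a call lost with limma shows. RUVr, RUVs and RUVg factors were computed from their published definitions, because RUVSeq itself was not used. After the data were examined, 4 alternatives based on the spike-in oligos were added. The mRNA sequencing, the behavioral and cardiac measurements, the target predictions and the networks of the paper were not analysed here.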

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

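The relation of miR-3535 to the spike-in oligos, the tests of the 2 libraries that stand apart, and the tests of the 27 compensatory miRs against other assignments of genotype and with 2 spike-in factors, were chosen only after these results were seen. The other tests in this part were set before their results were seen.

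The spike-in oligos, synthetic RNAs that the paper does not report on, differed between 3 and 6 months in TG mice. After normalization among themselves, 9 of 43 oligos passed the threshold used for miRNAs, 4 higher and 5 lower at 6 months (edgeR). Of 42 oligos tested in wild-type control mice, 0 passed, with 8 at an unadjusted p under 0.05. The log2FC of 42 oligos was correlated between TG and wild-type control mice (Pearson r 0.834 across oligos, which are not independent replicates), and 35 had the same direction. A result as large arose in 1 of 100 splits of the TG mice that part same-numbered mice, the real split included, and in 5 of 100 splits without this restriction, where another split reached 23 oligos. Since the oligos carry no biology of the mice, the 9 oligos suggest a difference in library preparation between the ages in TG mice. Neither the labels nor the paper name a batch, and no biological explanation was tested.

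miR-3535, which the paper's text does not discuss, was lower at 6 months in both genotypes. Its log2FC was -2.004 in TG mice, with 11 of 11 6-month-old mice below the 3-month mean, and -1.55 in wild-type control mice, with 15 of 15 below. With 2 factors of unwanted variation estimated from the spike-in oligos, it passed the threshold in both genotypes, with a log2FC of -1.91 in TG and -1.31 in wild-type control mice, so that these factors moved the value little in TG mice. The 3 3-month libraries with a spike-in composition near that of the 6-month libraries and a second principal component of miRNA levels among them (TG mouse 8, wild-type control mice 1 and 5) had between 45.3 and 82.5 CPM of miR-3535, within the 37.9 to 110.5 CPM of the 26 6-month libraries, and the other 11 3-month libraries had between 151 and 436 CPM, although the spike-in composition of 2 of them was also nearer the 6-month mean. Among all 14 3-month libraries, miR-3535 was correlated with the second component of the spike-in oligos (Spearman rho -0.662, permutation p = 0.0116, 0.0194 adjusted over 15 relations, and Pearson r -0.863, permutation p = 0.00056, 0.0012 adjusted). Without the 2 libraries farthest from the median, r was -0.792. Among the other 11, rho was -0.327 and r -0.305 (permutation p = 0.327 and 0.367, 0.350 and 0.367 adjusted; r -0.560 without 2 libraries), and among 26 6-month libraries rho was -0.108 and r -0.302 (permutation p = 0.598 and 0.135, 0.598 and 0.144 adjusted; r 0.154 without 2), so that the relation rests mainly on the 3 libraries. In 9 3-month TG libraries alone, rho was -0.450 and r -0.713 (exact permutation p = 0.230 and 0.0312, 0.265 and 0.039 adjusted), and r was 0.134 without 2 libraries. Library preparation therefore remains a candidate explanation. The call in wild-type control mice was lost without 3-month-old mouse 2, 3 or 4, with upper quartile normalization and with limma on the normalized values. GC content and reads from other sequences were not tested for this miRNA alone. A decrease with age in both genotypes cannot be told apart from library preparation.

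The 27 compensatory miRs fell more with age in TG than in wild-type control mice as a set, with a median interaction of -0.31 in log2FC, although 0 of the 27 were called singly, with 0 at an unadjusted p under 0.05. An assignment of genotype within each age gave a median as low in 7 of 100 assignments that part same-numbered mice, and in 1 of 100 without this restriction. The paper selected the 27 among miRNAs that fell in TG mice. Of 10000 lists matched on the log2FC in TG mice, 26.12% had a median interaction as low, and the median of the lists was -0.27. This selection may therefore account for the difference. With 2 spike-in factors, the median interaction was -0.16, so that it decreased but was not removed; the limit for this test was set with the value known, and the value lies close to it. Chance and selection remain as explanations, library preparation is not excluded, and a biological difference between the genotypes cannot be told apart from them.

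In a pair of libraries, several of the 27 compensatory miRs stood apart from the other mice of their group. In 3-month-old wild-type control mouse 2, miR-26b-5p was at 2344 CPM, miR-29b-3p at 1638 CPM, miR-15a-5p at 35.8 CPM, miR-136-5p at 828 CPM and miR-29c-3p at 154 CPM, each the highest of its group. In 3-month-old TG mouse 3, let-7c-5p was at 63492 CPM, let-7e-5p at 6624 CPM, let-7d-5p at 8433 CPM, let-7a-5p at 47120 CPM and miR-92b-3p at 3577 CPM, again the highest of its group. Among 58 groups of values tested, 10 had such a value and 2.9 would by chance, but the miRNAs of one library are not independent and let-7 members could share reads. Both libraries also had an extreme first principal component of the spike-in oligos in their group, 4.17 for wild-type control mouse 2 and -6.44 for TG mouse 3, which is consistent with library preparation. With 5 and 9 libraries in these groups, an extreme position is also frequent by chance. The first of these mice has a genotype field that differs from its title, and its genotype was not inferred from its miRNAs. No biological explanation, sex included, was tested for a single mouse.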

How the results depend on the processing

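All alternatives were set before the data were examined, except the 4 based on spike-in oligos, which were chosen after seeing the data. Unless a value below shows it, the cause was not tested. A RUV factor is a factor of unwanted variation, from residuals (RUVr), replicates (RUVs) or spike-in oligos (RUVg).

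The count of miRNAs called between 3 and 6 months in TG mice (99) stayed within 1.5 times under 14 of 19 alternatives. It was 305 and 322 with 1 and 2 RUVr factors in DESeq2, 250 with 1 RUVs factor in DESeq2, 297 with 1 RUVr factor in edgeR, and 61.5 as the median over all 84 choices of 6 of the 9 3-month-old TG mice (29 to 315). With spike-in oligos, it was 236 and 63 with 1 and 2 RUVg factors in edgeR, 253 with 1 RUVg factor in DESeq2, and 266 with library sizes from the spike-in totals. The 47 upregulated and 52 downregulated miRNAs became 32 and 76 without TMM, where the median log2FC of all miRNAs was -0.29 in place of -0.09, and 3 and 263 with spike-in totals, where it was -0.73. With at least 10 counts in every sample, they became 55 and 31, with no low-count filter 28 and 42.

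Of the 27 compensatory miRs, 11 were called in TG mice. This count was 17 with DESeq2 without a RUV factor, 21 and 21 with 1 and 2 RUVr factors in DESeq2, 24 with 1 RUVs factor, 19 with 1 RUVr factor in edgeR and 7 with 6 of the 9 mice. With spike-in oligos, it was 22 and 7 with 1 and 2 RUVg factors in edgeR, 24 with 1 RUVg factor in DESeq2 and 27 with spike-in totals. All tested members of the 27 were lower at 6 months in TG mice under the alternatives that use all mice, except miR-92b-3p with the replicate block (0.025). The log2FC of miR-181a-5p was between -0.39 and -0.14 under the 17 alternatives set beforehand, with adjusted p between 0.114 and 0.508 (edgeR, DESeq2 or limma). Over the 84 choices of 6 mice it ranged from -0.28 to 0.03 and was called in 0. It was called only with spike-in totals (-0.85, adjusted p = 0.0327 from edgeR). Its interaction (-0.09) ranged over 22 alternatives set beforehand from -0.32, with the 2 mice of conflicting labels counted as TG, to 0.031 without 3-month-old wild-type control mouse 4, and from -0.22 to 0.08 over the 84 choices. It was -0.61 with spike-in totals.

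In wild-type control mice, 1 miRNA was called. The count was 15 with DESeq2 without a RUV factor, 191 and 208 with 1 and 2 RUVr factors, 37 with 1 RUVs factor, 171 with 1 RUVr factor in edgeR, 2 without TMM, and 0 with upper quartile normalization, with limma on the normalized values (pseudocount 1 or 0.1), and as the median of 100 draws of 11 of the 15 6-month-old mice. It ranged from 0 to 4 across the 5 fits that each left out one 3-month-old mouse, and 102 miRNAs had an unadjusted p under 0.05 with all mice. With spike-in oligos, it was 5 and 7 with 1 and 2 RUVg factors in edgeR, 37 with 1 RUVg factor in DESeq2 and 2 with spike-in totals. Of the 27, 0 were called (3 at an unadjusted p under 0.05), against 6 and 7 with 1 and 2 RUVr factors in DESeq2, 1 with 1 RUVs factor, 5 with 1 RUVr factor in edgeR, and 1 with 1 RUVg factor in DESeq2.

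Same-numbered mice did not deviate together in the wild-type comparison (mean correlation 0.023) or at 3 months (0.009). With the replicate number as a block, the count in wild-type control mice was 250, of which 10 were among the 27, against 124 in TG mice with the block, and 0 at 3 months, where 7 miRNAs had an unadjusted p under 0.05 without the block. The 250 rest on 5 same-numbered pairs and the 124 on 9, and mice without a partner add nothing to them. The 27 as a set were higher in TG mice at 3 months with the block (camera p = 2.85e-05), a list selected on the same TG mice. The call of miR-3535 in wild-type control mice was lost with the block.

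Between TG and wild-type control mice, the count of 0 at 3 months became 1 and 53 with 1 and 2 RUVr factors in DESeq2. The count of 0 at 6 months (3 at an unadjusted p under 0.05) became 4 and 8 with these factors and 4 with 1 RUVr factor in edgeR. The count of 0 on the interaction (14 at an unadjusted p under 0.05) became 3 with 2 RUVr factors in DESeq2, and it was 0 under the other 22 alternatives set beforehand. None of the 27 was called on the interaction under any of 23 such alternatives. Among 516 values of 32 other named results under these alternatives, 424 kept their side of the threshold, 23 were weaker, 68 were stronger and 1 reversed. Depth limits miR-677-5p and miR-15a-5p, with as few as 6 and 0 counts in a library.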

Differences from the paper's values

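For the comparison of 3 and 6 months in TG mice, 99 miRNAs were called altered against the paper's 221. Under the alternatives set before the data were examined, the count came within 1.5 times the paper's with DESeq2 and 1 RUVr factor (305), 2 RUVr factors (322) or 1 RUVs factor (250), and with edgeR and 1 RUVr factor (297). It did not under the others, DESeq2 without a RUV factor (142) included. The paper's methods name DESeq2 and RUVSeq, and its text gives neither the kind nor the number of factors. Of the called miRNAs, 47 were upregulated against the paper's 124. The same 4 alternatives came within 1.5 times, with 139, 146, 120 and 159, and no other did. Downregulated were 52 against the paper's 97. Here DESeq2 without a RUV factor (79), DESeq2 with 1 RUVs factor (130), edgeR with 1 RUVr factor (138), no TMM (76) and the joint fit of all 4 groups (70) came within 1.5 times, and the others did not. Of the alternatives chosen after seeing the values, 1 spike-in factor gave 236 (130 upregulated and 106 downregulated) in edgeR and 253 (119 and 134) in DESeq2. With 2 spike-in factors in edgeR, the count was 63 (35 and 28), which was not within 1.5 times. Library sizes from the spike-in totals gave 266 in all, but with 3 upregulated and 263 downregulated.

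In wild-type control mice, 1 miRNA was called against the paper's 26, with 102 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only DESeq2 with 1 RUVs factor (37) came within 1.5 times, as did DESeq2 with 1 spike-in factor (37), which was chosen after seeing the values. Upregulated were 0 against the paper's 21, and DESeq2 with 1 RUVs factor (20), or with the later spike-in factor (17, chosen after seeing the values), came within 1.5 times. Downregulated was 1 against the paper's 5, and only DESeq2 without a RUV factor (6) came within 1.5 times.

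Of the paper's 27 compensatory miRs, 11 were called and lower at 6 months in TG mice. Before the data were examined, no alternative had been set that reached 27. Within 1.5 times were DESeq2 with 1 or 2 RUVr factors (21 each) or 1 RUVs factor (24), and edgeR with 1 RUVr factor (19). Chosen after seeing the values, 1 spike-in factor gave 22 in edgeR and 24 in DESeq2, and library sizes from the spike-in totals gave 27. Of the 16 miRNAs that were not called, 15 were called under at least 1 of the alternatives set before the data were examined. Besides those named, DESeq2 without a RUV factor called 6 of the 16 and kept all 11 others (17 in all). The fit without TMM called 6 of the 16 and lost 1 of the 11 (16 in all), the replicate block called 4 and lost 1 (14 in all), and limma on the normalized values called 3 and lost 5 with either pseudocount (9 in all). Upper quartile normalization and the joint fit of 4 groups each called 2 and lost 0 (13 in all), and the filter of at least 10 counts in every sample called 1 and lost 1 (11 in all). The fit with no low-count filter called 0 of the 16 and lost 3 of the 11 (8 in all), and counts summed over precursors called 0 and lost 1 (10 in all). Chosen after seeing the values, 2 spike-in factors in edgeR called 2 and lost 6 (7 in all).

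The paper names miR-181a-5p as a compensatory miR and as the hub of its network. Its log2FC of -0.16 between 3 and 6 months in TG mice was not called, nor was it under any alternative set before the data were examined. It was called with library sizes from the spike-in totals, chosen after seeing the values, where its log2FC was -0.85 and the median of all miRNAs was -0.73. The paper describes small changes at 3 months between TG and wild-type control mice, where 0 miRNAs were called and 7 had an unadjusted p under 0.05; DESeq2 called 1 with 1 RUVr factor and 53 with 2. The paper describes no change at 6 months, where 0 were called and 3 had an unadjusted p under 0.05. The paper's text lists miR-667-5p among the compensatory miRs and its Figure 5C miR-677-5p, and their log2FC of -0.12 and -0.36 were not called. The paper gives 6 TG mice at 3 months and 16 at 6 months, and the libraries examined here are from 9 and 11.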

Other observations

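The relations of the first principal component to library size and of the second to the spike-in oligos, the comparisons of spike-in and total counts between groups, and the tests of the 27 compensatory miRs at 3 months were chosen only after the data were seen. The other tests in this part were set before their results were seen.

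The count of 99 miRNAs called between 3 and 6 months in TG mice was set against other splits of the same 20 mice. Of 100 splits that part the same-numbered mice, the real one included, 1 gave as many, and the highest count of another was 57. Without this restriction, 3 of 100 gave as many, and another split reached 290. With the log library size as a covariate, the count fell to 66, which is at the limit of 1.5 times set for this test. Library size may therefore account for part of the count, and the 66 calls left do not show how large a part. After a correction of each library for the GC content of the miRNA arms, known for 592 of 629 miRNAs, the count was 107. Without the 5 most abundant miRNAs, which held 43.9% of the counts, it was 97. On library preparation, 9 of 43 spike-in oligos passed the same threshold, and with factors from these oligos 236 miRNAs were called with 1 factor and 63 with 2 in edgeR, and 253 with 1 in DESeq2. The change between the ages in TG mice therefore cannot be told apart from a difference in library preparation. The 63 calls left with 2 factors do not exclude it, since these factors may capture only a part of it.

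In wild-type control mice, 14 of 32 splits that part the same-numbered mice gave at least the 1 call of the real split, and another split reached 365. These splits leave 6-month-old mice 6 to 15 in place, and the one with 365 calls exchanges all of mice 1 to 5. The first principal component of miRNA levels was between -32.1 and -9.88 in 6-month-old mice 1 to 5 and between -6.50 and 13.1 in mice 6 to 15. The high counts may therefore reflect this difference among 6-month-old mice, so that these splits are a poor measure of chance. Without this restriction, 3 of 100 splits gave as many, and the highest count of another was 1. Between TG and wild-type control mice, where 0 miRNAs were called in the real comparisons (7 at 3 months and 3 at 6 months at an unadjusted p under 0.05), all 32 of 32 splits at 3 months and all 100 of 100 at 6 months gave as many. The same holds for 100 of 100 assignments on the interaction, with 0 called and 14 at an unadjusted p under 0.05. A real count of 0 makes this outcome certain in advance. With 1 RUVr factor estimated anew in edgeR for each split, and with the same limit, 15 of 32 splits of the wild-type control mice that part same-numbered mice (12 of 100 without the restriction) gave at least the 171 calls of the real split, and 2 of 100 splits of the TG mice (4 of 100 without it) gave at least the 297 of theirs. From the 12 of 100, the number of calls gained with this factor in wild-type control mice is consistent with chance.

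More miRNAs were called between the ages in TG than in wild-type control mice, 99 against 1. The gap was smaller with RUVr factors, 305 against 191 and 322 against 208 with 1 and 2 factors in DESeq2 and 297 against 171 with 1 in edgeR. With the replicate number as a block, the order was reversed, with 124 in TG and 250 in wild-type control mice. The block rests on 9 pairs of TG and 5 pairs of wild-type control mice, so 6-month-old wild-type control mice 6 to 15 add nothing to it. Mice 1 to 5 had a lower first principal component of miRNA levels at 6 months than mice 6 to 15. The reversal is therefore not a like comparison with the 99 against 1. Same-numbered mice of the 2 ages did not deviate together in wild-type control mice (mean correlation 0.023). A smaller number of 3-month-old mice is not a sufficient explanation for the 99 against 1. Without the block, 0 of 100 draws of 5 of the 9 3-month-old TG mice gave as few calls as in wild-type control mice, although the draws ranged from 7 to 396. A change with age that depends on genotype could appear on the interaction, where 0 miRNAs were called and 14 had an unadjusted p under 0.05. Of 199 altered miRNAs in simulated counts, 134 had been changed at least 2-fold, and this test recovered 100 of the 199. The 0 calls therefore do not exclude such a change, least of all a smaller one. The 27 compensatory miRs as a set were lower on the interaction (camera p = 3.59e-06 with the preset and 0.0152 with the estimated correlation). Their selection in TG mice may account for this, since 26.12% of matched lists had a median as low. The counts alone do not show that the change with age differs between the genotypes. In TG mice, 11 of 11 6-month-old mice had more spike-in counts relative to miRNA counts than the 3-month mean, a difference of 0.42 in log2 (two-sided exact permutation test, p = 0.00666, 0.0266 after adjustment over 4 comparisons). The same difference was 0.06 in wild-type control mice (two-sided exact permutation test, p = 0.723), with 8 of 15 above the mean. Among 3-month-old wild-type control mice, spike-in counts were 0.218% and 0.227% of all counts in mice 1 and 5. They were 0.0979% to 0.133% in mice 2 to 4 and 0.0851% to 0.173% in 3-month-old TG mice. The 0.06 therefore does not show that library preparation differed between the ages in TG mice only. With mouse 1 or mouse 5 left out, the count in wild-type control mice was 4. The fit without both was not run, so their part in the 99 against 1 is open. Total counts in TG mice differed by -0.87 in log2 between the ages (two-sided exact permutation test, p = 0.0185, 0.074 after adjustment over 4 comparisons), with 2 of 11 6-month-old mice above the 3-month mean. In wild-type control mice the difference was -0.65 (two-sided exact permutation test, p = 0.107), with 1 of 15 above.

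The first principal component of 699 miRNAs held 49.8% of the variance and spread the libraries within every group. With group means removed, it was correlated over 40 libraries with the first component of 43 spike-in oligos, which held 54.0% of theirs (Pearson r 0.980, Spearman rho 0.971, permutation p = 1e-05 for both, the smallest that 100000 resamples can give, 3e-05 and 3.75e-05 after adjustment over 15 relations). Without the 2 libraries farthest from the median, r was 0.973. Within groups, rho was 0.983 in 3-month TG, 0.932 in 6-month wild-type control and 0.973 in 6-month TG mice (permutation p = 4.96e-05, exact, and 1e-05 for the others, 0.000149 and 3.75e-05 adjusted), and 5 libraries of 3-month wild-type control mice were too few. With the log library total, rho was 0.698 and r 0.756 (permutation p = 1e-05 for both, 3.75e-05 and 3e-05 adjusted), and r was 0.694 without 2 libraries. Within these 3 groups in the same order, rho was 0.783, 0.568 and 0.745 (permutation p = 0.0172, exact, 0.0293 and 0.0113, 0.0258, 0.04 and 0.0194 adjusted). Within the 6-month groups, this relation rests on 2 libraries each, without which r fell from 0.815 to 0.339 in wild-type control and from 0.717 to 0.333 in TG mice. Variation in library preparation is a candidate explanation for this component, to which library size may add. The paper used male and female mice, the labels of the libraries do not give the sex, and no biological variable within a group, sex included, was tested.

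The second principal component, with 9.19% of the variance, separated the ages except for 3 of 14 3-month libraries, those of TG mouse 8 and wild-type control mice 1 and 5. Their spike-in composition was nearer the 6-month than the 3-month mean in 3 of 3, as it was in 2 of the other 11 3-month libraries and in 26 of 26 6-month libraries. The component was correlated with the second component of the spike-in oligos within each age, with rho 0.767 and r 0.866 in 14 3-month libraries (permutation p = 0.00203 and 0.00012) and rho 0.565 and r 0.592 in 26 6-month libraries (permutation p = 0.00287 and 0.00167). Adjusted over the 15 relations, these p were 0.00507, 0.0003, 0.00615 and 0.00278. Without the 2 farthest libraries, r was 0.806 and 0.488. Among the other 11 3-month libraries, rho was 0.545 and r 0.501 (permutation p = 0.0872 and 0.114, 0.109 and 0.131 adjusted). Without 2 of these libraries, r was 0.707, so that the values leave open how far the relation at 3 months rests on the 3 libraries. These values suggest that library preparation contributes to the component that separates the ages, and age and preparation cannot be told apart in it.

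The median GC content of the arms of 25 of the 27 compensatory miRs was 45.5%, at percentile 2.89 among 10000 lists matched on abundance (median 49.0%). This lies at the lower end of the central range of the lists, within the limit set for this test, so that GC content may contribute to their joint decrease but did not pass that limit. At 3 months, a median of the 27 as high in TG relative to wild-type control mice arose in 1 of 32 splits that part same-numbered mice, which leave TG mice 6 to 9 in place, and in 5 of 100 without this restriction. The paper selected the 27 from the change between the ages in TG mice. Of 10000 lists matched on this change, 0.09% had a median as high, and the median of the lists was 0.15, so that this selection may account for a part of the difference at 3 months, and lists as high were rare. The miRNAs of a list are not independent, and 0 of the 27 had an unadjusted p under 0.05. Of 45 spike-in oligos tested between TG and wild-type control mice at 3 months, 0 passed the threshold and 1 had an unadjusted p under 0.05, and spike-in counts relative to miRNA counts differed by -0.35 in log2 (two-sided exact permutation test, p = 0.120, 0.240 after adjustment over 4 comparisons). These comparisons of groups do not exclude library preparation. The spike-in composition of 3-month-old wild-type control mice 1 and 5 was nearer the 6-month mean. Whether these libraries account for the difference of the 27 at 3 months was not tested. miR-146a-5p, which the paper names in its discussion, had a log2FC of 0.29 between 3 and 6 months in TG mice (adjusted p = 0.198 from edgeR).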
